# Programmed suppression of oxidative phosphorylation and mitochondrial function by gestational alcohol exposure correlate with widespread increases in H3K9me2 that do not suppress transcription

**DOI:** 10.1186/s13072-021-00403-w

**Published:** 2021-06-15

**Authors:** Richard C. Chang, Kara N. Thomas, Nicole A. Mehta, Kylee J. Veazey, Scott E. Parnell, Michael C. Golding

**Keywords:** Developmental programming, Fetal alcohol spectrum disorders (FASDs), Alcohol, H3K9me2, Epigenetic programming, Oxidative phosphorylation, mTORC2, Satb2, Chromatin looping, Birth defects

## Abstract

**Background:**

A critical question emerging in the field of developmental toxicology is whether alterations in chromatin structure induced by toxicant exposure control patterns of gene expression or, instead, are structural changes that are part of a nuclear stress response. Previously, we used a mouse model to conduct a three-way comparison between control offspring, alcohol-exposed but phenotypically normal animals, and alcohol-exposed offspring exhibiting craniofacial and central nervous system structural defects. In the cerebral cortex of animals exhibiting alcohol-induced dysgenesis, we identified a dramatic increase in the enrichment of dimethylated histone H3, lysine 9 (H3K9me2) within the regulatory regions of key developmental factors driving histogenesis in the brain. However, whether this change in chromatin structure is causally involved in the development of structural defects remains unknown.

**Results:**

Deep-sequencing analysis of the cortex transcriptome reveals that the emergence of alcohol-induced structural defects correlates with disruptions in the genetic pathways controlling oxidative phosphorylation and mitochondrial function. The majority of the affected pathways are downstream targets of the *mammalian target of rapamycin complex 2* (*mTORC2*), indicating that this stress-responsive complex plays a role in propagating the epigenetic memory of alcohol exposure through gestation. Importantly, transcriptional disruptions of the pathways regulating oxidative homeostasis correlate with the emergence of increased H3K9me2 across genic, repetitive, and non-transcribed regions of the genome. However, although associated with gene silencing, none of the candidate genes displaying increased H3K9me2 become transcriptionally repressed, nor do they exhibit increased markers of canonical heterochromatin. Similar to studies in *C. elegans*, disruptions in oxidative homeostasis induce the chromatin looping factor *SATB2*, but in mammals, this protein does not appear to drive increased H3K9me2 or altered patterns of gene expression.

**Conclusions:**

Our studies demonstrate that changes in H3K9me2 associate with alcohol-induced congenital defects, but that this epigenetic change does not correlate with transcriptional suppression. We speculate that the mobilization of SATB2 and increased enrichment of H3K9me2 may be components of a nuclear stress response that preserve chromatin integrity and interactions under prolonged oxidative stress. Further, we postulate that while this response may stabilize chromatin structure, it compromises the nuclear plasticity required for normal differentiation.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13072-021-00403-w.

## Introduction

Dysregulation of chromatin structure underlies several neurodevelopmental disorders and cognitive impairments [1]. However, emerging evidence reveals that histone H3 lysine 9 (H3K9), in particular, serves as a major hub in chromatin-based regulatory mechanisms important to central nervous system development and function. For example, disruption of acetylation on H3K9 leads to anxiety-related behavioral abnormalities [2–4] and blocking H3K9 deacetylation through pharmacological HDAC inhibitors serves as a powerful tool to counteract neurodegeneration-related cognitive decline [5, 6]. Similarly, inhibition of H3K9 methylation improves memory in the aged hippocampus [7, 8] and pharmacological inhibition of H3K9 methyltransferase activity restores alcohol-induced deficits in learning and memory [9–11]. Therefore, understanding the mechanisms driving the post-translational modifications of H3K9 is crucial to understanding central nervous system development and function.

We recently conducted a three-way comparison of chromatin structure between control offspring, alcohol-exposed but phenotypically normal animals (unaffected), and alcohol-exposed offspring exhibiting craniofacial and central nervous system structural defects (affected). In these studies, we focused on identifying changes in chromatin structure within the regulatory regions of genes directing the patterning of the brain that distinguish alcohol-exposed affected versus unaffected individuals. We identified a dramatic and widespread increase in the enrichment of dimethylated histone H3, lysine 9 (H3K9me2) in animals exhibiting alcohol-induced structural defects. At the same time, offspring in the alcohol-exposed unaffected group remained identical to the controls [12]. Why regulatory regions within affected tissues become enriched for H3K9me2 and whether this change in chromatin structure is a passive symptom of dysgenesis or causally involved in the development of structural defects remains unknown.

While exposure to drugs of abuse, including cocaine, morphine, and alcohol, all increase global acetylation and influence H3K9 methylation, these changes in chromatin structure scarcely correlate with altered gene expression, especially on a genome-wide scale [13, 14]. In contrast, each of these toxicants also associates with the development of oxidative stress, which induces protective alterations in chromatin structure [15, 16]. Recent work in the nematode *Caenorhabditis elegans* indicates that changes in chromatin structure, increased H3K9me2 specifically, constitute an integral component of the metabolic stress response [17]. Further, hypoxic stress can induce G9a-dependent increases in H3K9me2 across a range of cultured mammalian cells [18]. Therefore, the increased methylation of H3K9 observed in these studies and our model may be a component of the cellular stress response, independent of programs controlling transcriptional regulation.

One of the critical emerging questions in the field of exposure biology is whether toxicant-induced changes in chromatin structure are causal in altering gene expression or are symptoms of exposure tied to transcription-independent nuclear changes promoting genome stability. Although H3K9me2-enriched regions of the genome associate with gene silencing, heterochromatin also protects chromosome integrity during cellular stress [19]. Further, recent studies indicate that increased H3K9 methylation and formation of heterochromatin-like domains do not necessarily result in widespread gene repression [20]. Work in multiple organisms, including *C. elegans*, have demonstrated that the effects of early-life mitochondrial dysfunction and oxidative stress persist throughout the lifespan [21, 22]. Patterns of H3K9 methylation transmit through the cell cycle, and therefore, may represent a heritable memory of the larger nuclear organization induced by early-life exposures [23–26]. However, whether stress-induced H3K9 methylation directly influences patterns of gene expression remains unanswered.

We hypothesized that the increased Histone H3 Lysine 9 dimethylation observed in alcohol-exposed tissues exhibiting dysgenesis represent a core element in a conserved genome-wide defense mechanism, one that may not directly influence gene transcription. Using deep-sequencing, we find tissue-specific disruptions in the genetic pathways controlling oxidative phosphorylation and mitochondrial function associate with widespread increases in H3K9me2. This increased H3K9me2 does not correlate with transcriptional suppression, appears in a non-transcribed region of the genome, and does not associate with increased markers of canonical heterochromatin. Similar to studies in worms, we also observe the induction of the mammalian homolog of the *C. elegans* chromatin looping protein DVE-1 (SATB2) [17]. Importantly, our studies also implicate the mammalian target of rapamycin complex 2 (mTORC2) as one of the main drivers of this response, suggesting therapeutic interventions targeting this pathway may rescue alcohol-induced central nervous system patterning defects.

## Materials and methods

### Ethanol treatments and tissue collection

All animal procedures were approved and conducted in accordance with the Institutional Animal Care and Use Committee at the University of North Carolina. This study utilized C57BL/6J mice (RRID:IMSR_JAX:000664). We administered intraperitoneal injections of EtOH (2.9 g/kg, cat# E7023; Millipore-Sigma) to pregnant dams on gestational day 7 (GD7), as described previously [27]. Control dams were injected with a comparable volume of lactated Ringer’s solution. We terminated pregnancies on gestational day 17 (GD17) and then scored the offspring for ocular and cortical patterning defects using a previously described system [28, 29]. After assessment, we dissected the left and right cortices, cerebellum and heart, then immediately flash froze samples using liquid nitrogen.

### DNA and RNA isolation, and sequencing analysis

We isolated total RNA from the GD17 cortex using the RNeasy Plus Mini Kit (catalog # 74134, Qiagen) according to the manufacturer’s instructions. Before RNASeq library preparation, we randomized samples and generated sequencing libraries using the TruSeq RNA Sample Preparation kit (catalog # RS-122-2001, Illumina). We sequenced pooled samples using an Illumina HiSeq 2500 at Whitehead Genomic Services (Cambridge, MA). The sequencing data were demultiplexed, aligned using STAR with default parameters [30], and referenced against the *Mus musculus* genome (UCSC version mm10).

### RNA deep sequencing data analysis, selection of candidate mRNAs, and functional analysis

After obtaining 50-bp length paired-end reads, we used Bowtie and Tophat to align them into transcripts based on the Mouse Reference Genome (UCSC version mm10). We then used the Cufflinks suite to measure the relative abundance of each transcript. We quantified gene expression levels as the number of reads mapping to a gene divided by the gene length in kilobases and the total number of mapped reads in millions, and designated outputs as fragments per kilobase of exon per million fragments mapped (FPKM). To select differentially expressed transcripts, we generated volcano plots measuring statistical significance and magnitude of fold-change based on the log2 fold-change (*X*-axis) and − log10 *p*-value from the Cufflinks suite (*Y*-axis). We selected differentially expressed mRNAs based on a linear *p*-value cut off of 0.05, which was considered significant and highlighted by colored dots in the volcano plot. We conducted the Causal Network Analysis and Biological Pathway Enrichment analysis using the Ingenuity Pathway Analysis (IPA) software suite (QIAGEN Inc.) [31].

### Neural stem cell culture and EtOH exposure

Derivation of primary mouse fetal cerebral cortical neuroepithelial stem cells is described here [32]. We cultured free-floating neurospheres in T75 flasks containing a 50%/50% mixture by volume of Neurobasal media (Cat# 21103-049; Invitrogen) and DMEM F-12 (Cat# 11320-033; Invitrogen). This medium was supplemented with the N2-supplement (Cat# 17502-048; Invitrogen), B27 supplement (Cat# 17504-044; Invitrogen), 0.05% TC grade BSA in PBS (Cat# A1933 Sigma), 2 mM l-glutamine (Cat# 25030-081; Invitrogen), 1× penicillin/streptomycin (Cat# 15140-122; Invitrogen), 20 µg/mL FGF basic (Cat# PMG0034; Invitrogen), 20 µg/mL EGF (Cat# PHG0311; Invitrogen), and 0.85 units/mL heparin (Cat# H3149; Sigma). We cultured cells in medium containing either 160 mg/dL, 240 mg/dL, or 0 mg/dL (control) EtOH (cat# E7023; Millipore-Sigma). We cultured neurospheres in treated medium for 72 h, and collected samples for ChIP and RNA analysis after a 4-day recovery phase with no EtOH.

### Chromatin immunoprecipitation (ChIP)

We thawed the cortices derived from a single brain and filtered the tissues into a single-cell suspension using gentle mechanical dissociation. We washed cells twice with PBS containing protease inhibitor cocktail (Cat# 78437; Thermo Scientific) and re-suspended them in medium (DMEM F-12 Cat# 11320-033; Invitrogen) containing 0.1 volume crosslinking solution [33]. We carried out chromatin immunoprecipitation reactions following the previously published protocol [34]. The specific antibodies used in this study include anti-H3K9me2 (Cat# 39239; Active Motif, RRID:AB_2793199), antiH3K9me3 (Cat# 05-1242; Millipore-Sigma, RRID:AB_1587136), antiH4K20me3 (Cat# 91107; Active Motif, RRID:AB_2793777), anti-SATB2 (Cat# ab34735; Abcam, RRID:AB_2301417) and the negative IgG control (Cat# SC-2027; Santa Cruz, RRID:AB_737197). We used antibodies for modified histones and the IgG control at a concentration of 1 µg/ChIP reaction and 4 µg/ChIP reaction for SATB2. We purified precipitated DNA using the QIAquick PCR Purification Kit (catalog # 28106, Qiagen) and assayed the enrichment of the indicated sequences using quantitative PCR. We performed qPCR using the Dynamo Flash supermix (Cat# F-415XL; Thermo Scientific) on a Bio-Rad CFX384 Touch PCR system. Primer sequences are listed in Additional file 1.

### Analysis of gene expression

We isolated total RNA from the GD17 fetal cerebellum and heart using the AllPrep DNA/RNA/Protein Mini Kit (Catalog No. 80004; Qiagen) according to the manufacturer’s instructions. We then seeded 1 μg of RNA into a reverse transcription reaction using the High Capacity cDNA Reverse Transcription Kit (Catalog No. 4368814; Thermo Fisher) following the recommended protocol. We assayed gene expression using the DyNamo Flash SYBR qPCR kit (Catalog No. F-415; Thermo Fisher) on a Bio-Rad CFX384 Touch PCR system. Primer sequences are listed in Additional file 1. To normalize gene expression levels, we assayed the expression of the reference genes Glyceraldehyde 3-phosphate dehydrogenasetyrosine (*Gapdh*), 3-monooxygenase/tryptophan 5-monooxygenase activation protein zeta (*Ywhaz*), and H2A Histone family member Z (*H2afz*). For studies in the fetal cortex, we used *Gapdh* and *Ywhaz*. For studies in the cerebellum and heart, we replaced *Gapdh* with *H2afz* due to increased stability [35].

### Western immunoblot analysis

We isolated protein from the GD17 fetal cortex using the AllPrep DNA/RNA/Protein Mini Kit (Catalog No. 80004; Qiagen) according to the manufacturer’s instructions. We then separated 5–10 µg of protein on 10–15% sodium dodecyl sulfate-polyacrylamide gels and transferred proteins to nitrocellulose membranes. The primary antibodies we used in this study are: anti-H3K9me2 (Cat# 39239; Active Motif, RRID:AB_2793199), anti-pan histone H3 (Cat# ab1791; Abcam, RRID:AB_302613), anti-SATB2 (Cat# ab34735; Abcam, RRID:AB_2301417) and anti-Tubulin (Cat# ab40742; Abcam, RRID:AB_880625). We visualized blots using secondary antibodies conjugated to horseradish peroxidase (catalog# sc-2004; RRID:AB_631746; Santa Cruz Biotechnology, Santa Cruz, CA, USA) and an enhanced chemiluminescence detection system (Pierce, Rockford, IL, USA). We calculated relative levels of H3K9me2 as a ratio to total histone H3, and relative levels of SATB2 as a ratio to Tubulin. We quantified band intensities by densitometry using ImageJ (RRID:SCR_003070; National Institutes of Health, Bethesda, MD, USA). Each experimental group contains protein extracts derived from 5 control, 3 unaffected, 4 affected animals.

### Statistical analysis

For RT-qPCR analysis of gene expression, we imported the replicate cycle threshold (Ct) values for each transcript into Excel and normalized expression to the geometric mean of two validated reference genes [35]. We then used the −∆∆CT method [36] to calculate the relative fold-change for each biological replicate. For studies using ChIP, we calculated the enrichment of each sequence using the published formula [37]. After collating datasets in Excel, we then input the calculated values into the statistical analysis program GraphPad Prism 8 (RRID:SCR_002798; GraphPad Software, Inc., La Jolla, CA, USA) and set statistical significance set at alpha = 0.05. We then verified all datasets for normality using the Brown–Forsythe test. For the analysis of ChIP and RT-qPCR data, we conducted a one-way analysis of variance followed by an uncorrected Fisher’s LSD post hoc test. Data presented are mean ± standard error of the mean.

## Results

### Transcriptome analysis of the alcohol-exposed, affected fetal cortex reveals deregulation of oxidative phosphorylation and mitochondrial pathways

To identify transcriptional differences distinguishing affected fetuses from unaffected offspring, we returned to our previously published, early gestational binge model of maternal alcohol exposure [12]. Here, dams were intraperitoneally administered injections of either vehicle or alcohol on gestational day-7. On gestational day-17 (GD17), stage-matched control and alcohol-exposed fetuses were dissected and scored for both ocular and craniofacial congenital defects. After determining the sex of each fetus using PCR analysis targeting the Y-chromosome, we found that the majority of affected samples (13/17; 76%) were female. 

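RNA was sequenced from 9 mouse fetuses collected on gestational day 17, in 3 groups of 3 animals. The control fetuses came from dams injected with vehicle on gestational day 7, and the EtOH-exposed fetuses from dams injected with 2.9 g/kg EtOH on that day. Exposed fetuses with ocular and craniofacial defects form the affected group, and exposed fetuses without them the unaffected group. The paper gives the tissue as cortex, while the sample labels give fetal brain. Libraries were made with the Illumina TruSeq RNA kit, and the methods name both STAR and Bowtie with TopHat for the alignment to the mouse genome mm10. With the Cufflinks suite, the authors then estimated the abundance of 27095 loci. They deposited 1 value per group and locus in FPKM (fragments scaled to the length of the exons and to the mapped fragments of the library), taken over the 3 animals of the group, and a p-value and q-value for each locus in each of the 3 comparisons between groups. Values of single animals were not used here, so no value carries an error between animals, and the test behind every called gene is the authors' own. The q-values in the authors' deposited table equal Benjamini-Hochberg adjusted p-values over the 54332 tests of all 3 comparisons together, with a largest difference of 5.28e-07. The smallest p-value in the authors' deposited table is 5e-05 and the smallest q-value is 0.0022. A locus is called differentially expressed where q is below 0.05, since the methods give a p-value limit of 0.05 without naming which p-value of the Cufflinks suite it applies to. Log2 fold changes were computed from the FPKM of the 2 groups, and the direction is always that of the exposed group against control, or of affected against unaffected.
The number of fragments per library was not used here. Loci with an FPKM below 0.3 carry steps of whole fragments, and the size of these steps gives the depth of the 3 libraries of a group relative to each other, without showing which animal each belongs to. Relative to the shallowest control library, the other control libraries had a depth of 1.09 and 1.10, the 2 shallower unaffected libraries 1.15 and 1.19, and the affected libraries 1.24, 1.43 and 1.62. The steps matched the ratio of the affected to the control values at 198 of 3337 low loci, against a mean of 58.3 for grids shifted at random. For the unaffected and control groups they matched at 236 of 3272 loci, against 62.3. In this fit, all 3 affected libraries were deeper than all control libraries. The depths were fitted to these same loci and the shifted grids were not refitted. The excess of matches is therefore no independent test of the estimated depths.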

We then isolated RNA from the GD17 fetal cortex of three (*n* = 3) control, EtOH-exposed unaffected, and EtOH-exposed affected offspring and conducted deep-sequencing analysis of the cortex transcriptome. 

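Between control and unaffected offspring, 129 of 18088 tested loci had a q-value below 0.05 in the authors' deposited table. Of these, 73 were lower and 56 higher in the unaffected group by the FPKM in the authors' deposited table. They carry 97 different gene symbols, and 31 of the loci have no name. The number depended most on the choice of p-value, and an unadjusted p-value below 0.05 was reached by 838 loci in the authors' deposited table. Among the called loci with an FPKM of at least 1 in both groups, the largest falls on the log2 scale were in the joined locus of Ercc2 and Mir343, which fell by 1.87, and in that of Rabggtb and Snord45c, which fell by 1.68. These loci join a protein-coding gene with a small RNA gene inside it, so their values are uncertain. Tcf7l2, on chromosome 19 of mm10 from 55741810 to 55933655, fell from an FPKM of 4.18 to 2.29 in the authors' deposited table (q = 0.0022). Its log2 fold change was -0.87. The joined locus of Fam65a and Mir1966 and the gene Bst2 followed, with log2 fold changes of -0.81 and -0.75. The largest rises included the Y-linked genes Kdm5d and Ddx3y, with log2 fold changes of 1.71 and 1.66. Their level depends on how many fetuses of a group were male, and the paper's text does not give the sex of the sequenced fetuses. The joined locus of Igf2bp1 and Mir3063 rose by 1.67. Rpph1 and Rmrp, the RNA components of RNase P and RNase MRP, rose by 1.55 and 1.22.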

Our sequencing analyses identified a small number (88) of differentially expressed transcripts between the control and unaffected samples. In contrast, comparisons between control and affected, as well as unaffected and affected, identified 876 (412 downregulated, 522 upregulated) and 2281 (1432 downregulated, 1041 upregulated) differentially expressed genes, respectively (Fig. 1A, B).

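Of 18120 loci tested between control and affected offspring, 934 had a q-value below 0.05 in the authors' deposited table, with 414 lower and 520 higher in the affected group. Between unaffected and affected offspring, the authors' deposited table gives 2473 such loci of 18124 tested, with 1036 lower and 1437 higher in the affected group. The authors' deposited table lists Xist at an FPKM of 0.0210 in unaffected and 10.3 in affected offspring, and the Y-linked gene Ddx3y at 8.40 and 0.00906. Sex may therefore differ between these 2 groups, and it was not separated from affected status. An unadjusted p-value below 0.05 was reached by 3280 loci against control and 5440 loci against unaffected in the authors' deposited table. Both comparisons share the affected group, and therefore its chance values. A total of 812 loci were called in both, all in the same direction. A common direction follows from the shared group alone, since in 100 simulations of unchanged groups over 15427 loci with an FPKM of at least 1, nearly all loci shared at an unadjusted p-value below 0.05 had the same direction. The mean number shared in the simulations was 150, and the number observed was 2791 over all loci tested in both comparisons. The simulations drew each locus independently, so chance values common to many loci are not part of that mean.
Among called loci with an FPKM of at least 1 in both groups, Cmtm5 and S100a9 were lower in affected offspring against both other groups, with log2 fold changes of -1.38 and -1.35 against control and of -1.61 and -1.93 against unaffected. Ell3 had the largest rise against control, with a log2 fold change of 1.27, followed by the keratin genes Krt8 and Krt18 with 1.12 each, the joined locus of Mir3062 and Pfas with 1.00, and Clic6 with 0.89. Against unaffected offspring, the joined locus of Rabggtb and Snord45c rose most, followed by Ell3, which rose by 1.35, Slc27a2 by 1.17, and the long genes Tenm2 and Tenm3 by 1.11 each.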

**Fig. 1:**
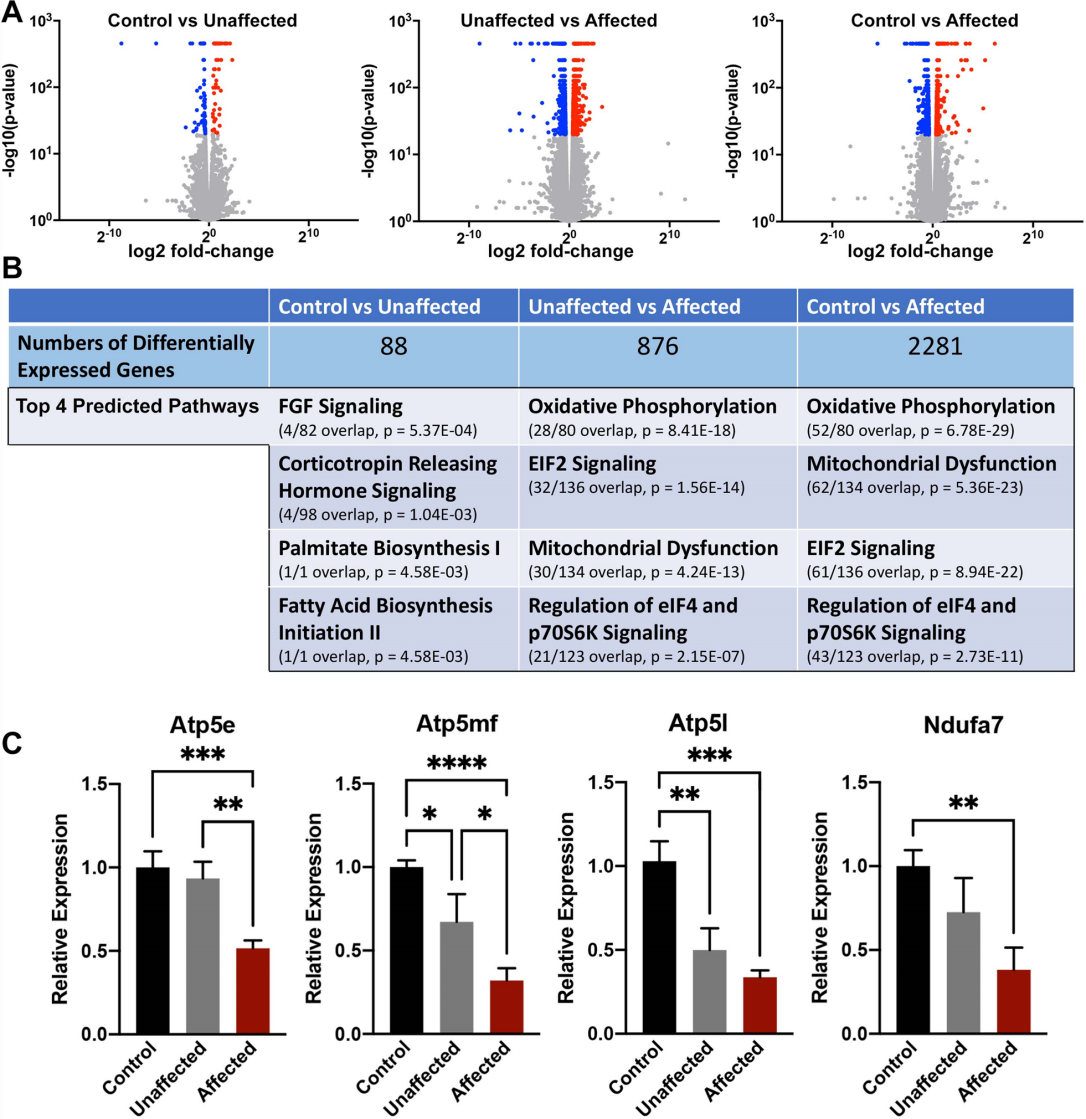
Comparison of transcriptomes between control, alcohol-exposed unaffected, and affected offspring. Pregnant dams were injected with 2.9 g/kg EtOH on gestational day-seven, and on gestational day-17, individual embryos were sorted based on the presence of ocular and cortical patterning defects. We dissected the fetal cortex and analyzed the transcriptome using deep-sequencing. **A** Volcano plots comparing offspring between the indicated groups (*n* = 3). **B** The top four biological categories identified using Ingenuity Pathway Analysis. **C** Validation of identified candidate genes within the Oxidative Phosphorylation, Mitochondrial Dysfunction, and EIF2 Signaling pathways. Analysis of gene expression carried out using RT-qPCR. Gene expression was normalized to transcripts encoding *Gapdh* and *Ywhaz* (*n* = 7). Error bars represent the SEM, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

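The paper entered the called genes into Ingenuity Pathway Analysis, whose gene sets are proprietary, so lists of genes encoding the subunits of oxidative phosphorylation, the ribosomal proteins and the translation initiation factors were used in their place. The ribosomal proteins and initiation factors stand for the EIF2 Signaling pathway. Each list's median log2 fold change was set against 10000 random lists of equal size matched on mean FPKM, as a description of the group values and not a test across animals.
All 82 nuclear genes of oxidative phosphorylation with an FPKM of at least 1 were tested, and 81 of them were lower in affected than in control offspring. Their median log2 fold change was -0.37 against control, where random lists had a median of -0.14, and -0.49 against unaffected, where random lists had -0.25. In both comparisons the list lay below all random lists. Sex was not separated from exposure or affected status here, since the levels of sex-linked genes differed between the groups. Relative to control, the unaffected offspring had a median of 0.13 for these genes, at the percentile 99.97 of the random lists. In the authors' deposited table, 36 of the 82 genes had a q-value below 0.05 and were lower against control, and 64 against unaffected, with none higher. By Fisher's exact test (two-sided, 24 tests with Benjamini-Hochberg adjustment), lower calls were more frequent in the list than among the other tested loci, with an adjusted p = 9.68e-37 against control and 1.15e-62 against unaffected. The test treats genes as independent, and its p-values do not measure variation between animals. Its background was not matched on transcript length, so part of the excess may follow the length trend given below. With p-values adjusted over the list alone, 57 and 74 genes were lower.
The ribosomal protein genes changed in the same way. Of 80 genes, all were lower in affected offspring, with a median log2 fold change of -0.41 against control and -0.56 against unaffected. The authors' deposited table calls 43 and 64 of 81 tested ribosomal protein genes lower, and Fisher's exact test gave adjusted p-values of 2.01e-48 and 5.33e-63. The same limits hold for these p-values. Adjusted over the list alone, 67 and 77 were lower. The 40 initiation factor genes had a median of -0.12 against control and -0.22 against unaffected, at the percentiles 20.7 and 15.1 of their random lists, which is within the central 95%. The 2 mitochondrial loci in the authors' deposited table were not tested, so the subunits encoded by the mitochondrial genome were not analysed here.

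**Figure D1:**
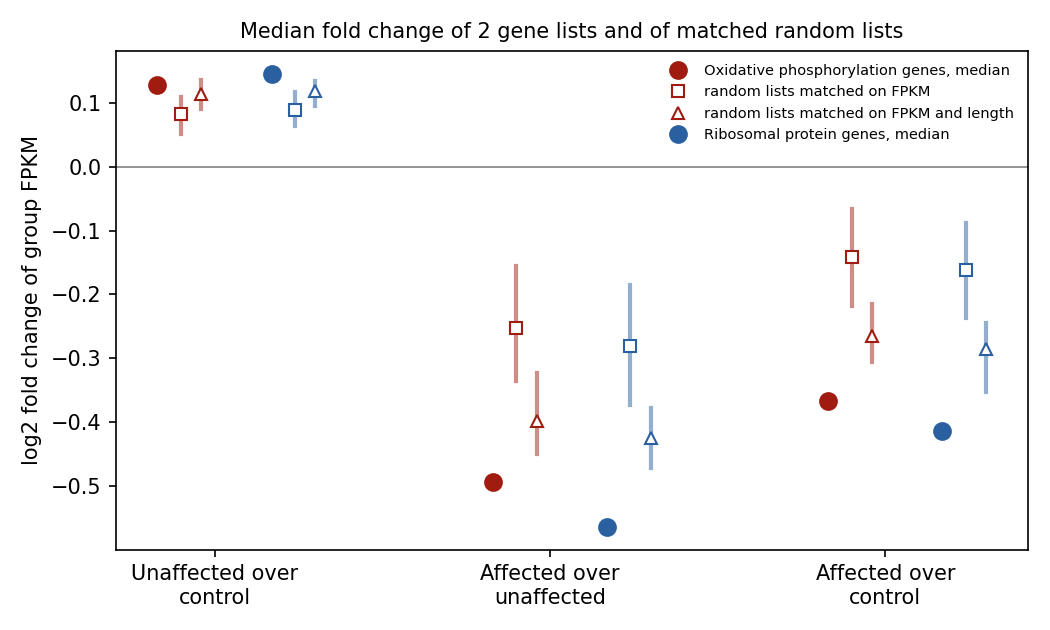
Median log2 fold change of group FPKM (y axis) for the genes of oxidative phosphorylation (red circles) and ribosomal proteins (blue circles) in the 3 comparisons (x axis). Squares are the medians of random lists matched on FPKM, triangles those of lists matched on FPKM and transcript length, and vertical lines span the central 95% of random lists. Both lists lie below the lines in the 2 comparisons with affected offspring.

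Transcripts of these lists are short, with a median length of 746 nt for oxidative phosphorylation and 759 nt for the ribosomal proteins, and fold changes followed transcript length over all genes. When the random lists were matched on transcript length as well, their medians were -0.27 and -0.40 for oxidative phosphorylation and -0.28 and -0.43 for the ribosomal proteins, against control and unaffected respectively. Both lists still lay below all random lists in these comparisons, while the oxidative phosphorylation genes in unaffected offspring moved to the percentile 90.2, inside the central 95%. The ribosomal protein genes in unaffected against control offspring, with a median of 0.15, stayed outside, at the percentile 99.93.
Of the single genes in Fig. 1C, Atp5e lies on chromosome 2 of mm10 from 174461075 to 174464101. The authors' deposited table gives its FPKM as 575 in control, 628 in unaffected and 354 in affected offspring, with q = 0.0022 for affected against control, and its log2 fold change was -0.70. Ndufa7, on chromosome 17 from 33824614 to 33838313, fell by 0.60, Cox7b, on chromosome X from 106012483 to 106022450, by 0.59, and Atp5l, on chromosome 9 from 44913248 to 44920742, by 0.52. Atp5j2, now named Atp5mf, on chromosome 5 from 145183701 to 145191592, fell by 0.43 (q = 0.0102 in the authors' deposited table).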

The top three molecular pathways identified by Ingenuity Pathway Analysis [31] between unaffected: affected and control: affected comparisons were Oxidative Phosphorylation, Mitochondrial Dysfunction and *EIF2* Signaling (Fig. 1B), all of which converge on the regulation of cellular respiration or the oxidative stress response [17, 38]. We validated the differential expression of the top genes in the Oxidative Phosphorylation and Mitochondrial Dysfunction pathways using RT-qPCR (Fig. 1C). These assays confirmed the downregulation of all candidates in the EtOH-exposed affected offspring. With a larger sample size, we also observed some differential expression of select candidate genes in the EtOH-exposed unaffected group. However, these samples tended to exhibit a lower fold-change than the affected offspring.

### Alcohol-induced disruption of genes controlling cellular respiration and oxidative stress is tissue specific

In our model, gestational day-7 exposures predominantly impact cortical development, while sparing the cerebellum [39]. In contrast, exposures on gestational day-8 induce significant cerebellar-specific reductions in volume, indicating stage-specific sensitivities of these subregions [40]. To determine if the transcriptional signature identified in the cortices of EtOH-exposed affected offspring is present in morphologically normal tissues, we assayed the abundance of transcripts encoding the above candidate genes within the cerebellum. We also examined the heart, as the development of this organ is exquisitely sensitive to oxidative stress [41]. As shown in Fig. 2A, we did not observe any differences in candidate gene expression in the cerebellum. At the same time, while hearts exhibited downregulation of *Atp5e* in tissues isolated from both unaffected and affected offspring, we did not detect differences in any other candidate gene (Fig. 2B). From these data, we conclude that the programmed suppression of the genetic pathways regulating Oxidative Phosphorylation, Mitochondrial Dysfunction, and *EIF2* Signaling is unique to the cortex of EtOH-exposed affected brains.

**Fig. 2:**
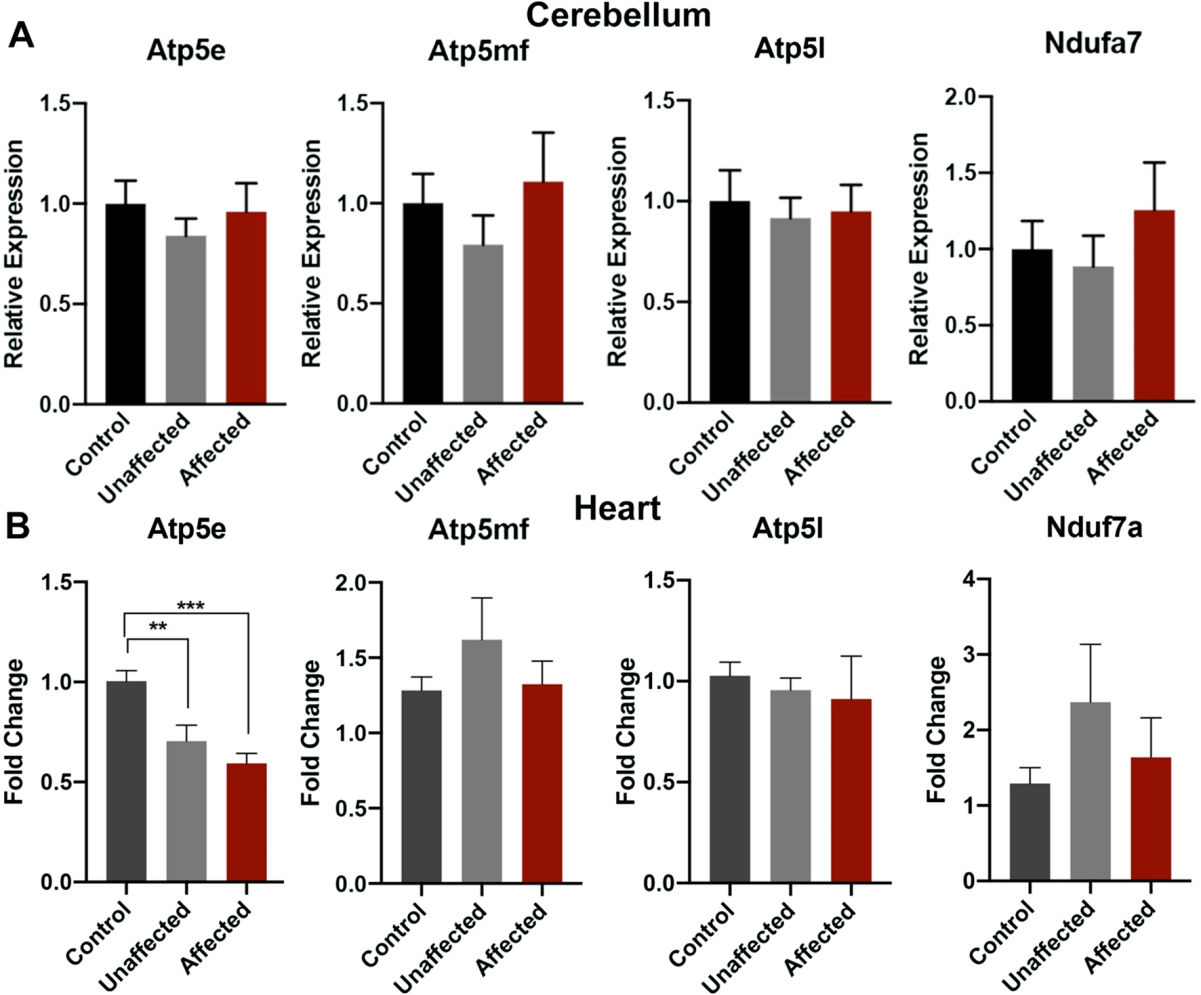
Analysis of candidate gene expression in the cerebellum and heart. Examination of candidate genes within the Oxidative Phosphorylation, Mitochondrial Dysfunction, and EIF2 Signaling pathways using RNA samples derived from morphologically normal **A** cerebellum and **B** heart. Tissues were isolated from control, alcohol-exposed but phenotypically normal offspring, and alcohol-exposed affected offspring, exhibiting ocular and cortical patterning defects. Analysis of gene expression conducted using RT-qPCR, normalized to transcripts encoding *H2Afz* and *Ywhaz*. (*n* = 8 Control, 9 Unaffected, 7 Affected). Error bars represent the SEM, *P < 0.05, **P < 0.01, ***P < 0.001

### Affected tissues display upregulation of mTORC2 and correlative increases in histone H3 lysine 9 dimethylation that do not associate with transcriptional repression

Out of the 109 identified candidate genes in the Oxidative Phosphorylation and Mitochondrial Dysfunction pathways, 105 are targets of the *mammalian target of rapamycin complex 2* (*mTORC2*) (**p-value = 9.19E−42**). Consistent with these findings, we observed upregulation of multiple *mTORC2* complex members in the alcohol-exposed affected offspring (**p-value = 4.19E−09**) and downregulation of targets known to be negatively regulated by *mTORC2* [42]. 

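Of 9 genes encoding components of mTORC2 and its assembly factors, 8 were tested in the RNA-seq data, and Deptor was not. Mtor, on chromosome 4 of mm10 from 148448582 to 148557685, was the only one called. In the authors' deposited table, its FPKM was 6.08 in control, 5.58 in unaffected and 7.58 in affected offspring, with q = 0.00904 for affected against unaffected and 0.116 against control. The log2 fold changes of Mtor were 0.44 and 0.32. Rictor, which defines the complex, lies on chromosome 15 from 6708381 to 6800400 and had log2 fold changes of 0.31 against unaffected (q = 0.158 in the authors' deposited table) and 0.13 against control (q = 0.706). The remaining 6 tested genes had log2 fold changes of up to 0.21 against unaffected and up to 0.30 against control, and none was called. At an unadjusted p-value below 0.05, the authors' deposited table calls Mtor and Rictor higher against unaffected, and Mtor and Tti1 against control. The median transcript length was 4784 nt for Mtor and 9312 nt for Rictor. In the fifth of genes with the longest transcripts, which holds both, the median log2 fold change was 0.31 against unaffected and 0.20 against control. Over the 7 genes with an FPKM of at least 1, the median was 0.19 against unaffected and 0.18 against control, at the percentiles 81.3 and 89.2 of random lists matched on FPKM. With random lists also matched on transcript length, the percentiles were 73.5 and 88.4. Against unaffected, 1 of the 8 genes (12.5%) was called higher, and 7.93% of the other loci. Fisher's exact test did not separate these shares (adjusted p = 0.829), and with 8 genes it could detect only a large difference. Adjusted over the list alone, Mtor was again the only gene called. The targets of mTORC2 in the Ingenuity database were not analysed here. In its discussion, the paper speculates that an increase in mTORC2 activity driven by acetate is programmed by the exposure and lastingly lowers the genes of cellular respiration.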

In mammals, mTORC2 has an established role in directing epigenetic changes in gene function, leading to enduring alterations in oxidative respiration and metabolism [43]. However, how mTORC2 establishes and propagates this epigenetic memory is unknown. In yeast, the TOR2 complex is essential for establishing histone h3 lysine 9 dimethylation (H3K9me2) and promoting heterochromatin formation, stability, and spreading [44]. Further, two independent studies using cultured mammalian cells and *C. elegans* identified a link between oxidative stress, the nuclear lamina, and increased global enrichment of H3K9me2 [17, 18].

Our previous experiments examining alcohol-induced epigenetic changes in the developing brain identified increased H3K9me2 in the promoter regions of several essential genes controlling cellular identity and proliferation [12]. To determine if the differentially expressed genes we identified here also display this change, we selected a cohort of downregulated (Fig. 1C) and upregulated (Fig. 3A) candidate genes and assayed the enrichment of H3K9me2 within their promoter regions. As seen in Fig. 3B, only the promoter region of *Prrc2a*, an upregulated gene, displayed increased H3K9me2 compared to the control and unaffected offspring. We then turned to our RNA-seq dataset to examine transcript levels of the previously identified candidate genes exhibiting increased H3K9me2. Despite showing dramatic increases in H3K9me2 enrichment [12], only Ascl1 and Dlx2 were differentially expressed, and similar to *Prrc2a*, both of these candidates also displayed increased expression (Fig. 3C).

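The levels in Fig. 3C come from the same values per group. Dlx2, on chromosome 2 of mm10 from 71543408 to 71546754, had an FPKM of 33.1 in control, 41.3 in unaffected and 44.4 in affected offspring in the authors' deposited table (q = 0.0152 for affected against control). Its log2 fold change against control was 0.42. The gene was not called between unaffected and affected offspring, with a q-value of 0.754 in the authors' deposited table. In the same panel, the 6 genes Dlx1, Dlx5, Msx1, Nkx2-2, Sox17 and Twist1 had log2 fold changes against control between -0.24 and 0.17, and none of these was called in any comparison. In the authors' deposited table, Nkx2-2 and Sox17 had an FPKM below 1 in every group, with 0.767 and 0.828 in control, which limits the change that the test could detect.
Prrc2a, on chromosome 17 from 35149086 to 35164877, had an FPKM of 68.8 in control, 59.2 in unaffected and 97.9 in affected offspring in the authors' deposited table (q = 0.00534 against control). Its log2 fold change against control was 0.51. The remaining genes of Fig. 3A, Chd3, Smarca4 and Cntn2, had log2 fold changes of 0.49, 0.48 and 0.45 against control, with q-values of 0.00388, 0.0133 and 0.0178 in the authors' deposited table. Transcripts of these 4 genes are long, between 6354 and 7177 nt, and long transcripts were higher in affected offspring over all genes. The paper also measured the genes of Fig. 3A by RT-qPCR, and of the genes in Figs. 1C and 3A it reports raised H3K9me2 only for Prrc2a. From these levels, and from its RT-qPCR and ChIP-qPCR of repeats and an untranscribed region, it reasons that raised H3K9me2 does not always silence genes.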

**Fig. 3:**
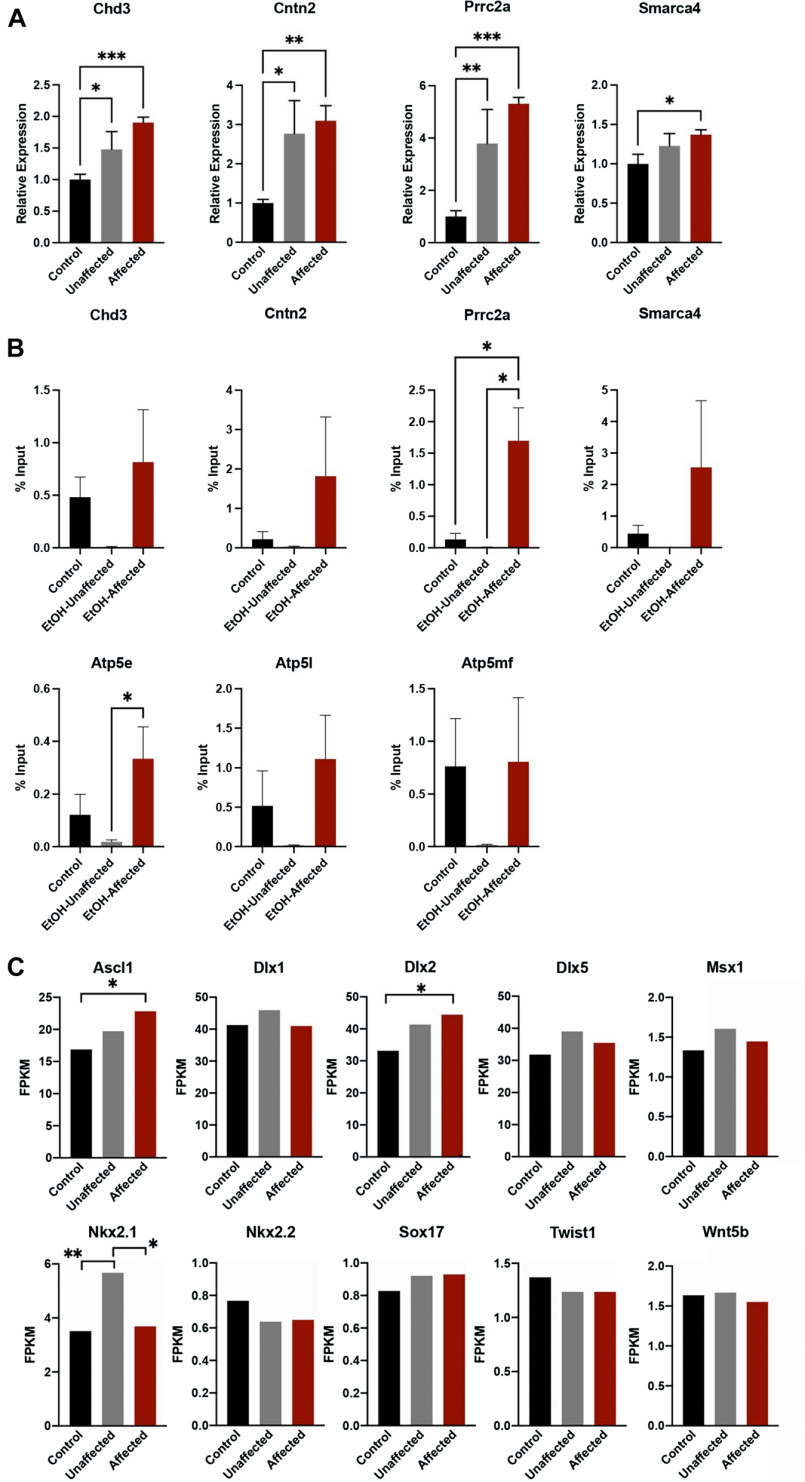
Increases in histone H3, lysine 9 dimethylation do not associate with candidate gene transcriptional silencing. **A** RT-qPCR validation of the top upregulated genes in the cortices of control, EtOH-exposed unaffected, and EtOH-exposed affected fetal mice. Gene expression was normalized to transcripts encoding Gapdh and Ywhaz. (*n* = 7). **B** Using chromatin immunoprecipitation qPCR (ChIP-qPCR), we assayed the enrichment of histone H3, lysine 9 dimethylation (H3K9me2) within the regulatory regions of upregulated and downregulated candidate genes. **C** Transcript levels of previously identified candidate genes exhibiting a > 500% increase in the enrichment of H3K9me2 within their regulatory regions. *P < 0.05, **P < 0.01, ***P < 0.001

To determine how widespread this increase in H3K9me2 is, we measured the enrichment of this post-translational modification within the regulatory regions of IAP, LINE1 elements, and major satellite class repeats between control, EtOH-exposed unaffected, and EtOH-exposed affected brain cortex. In addition, we also determined the enrichment of H3K9me2 in an untranscribed region of chromosome 6 (Untr6), which provides a measure of genomic background in ChIP assays examining transcription factor binding [45]. These experiments revealed increased enrichment of H3K9me2 in all three classes of repetitive DNA, as well as in the untranscribed region of chromosome 6 (Fig. 4A). Again, the increased H3K9me2 within repetitive sequences associated with increased transcription, not silencing (Fig. 4B). Unexpectedly, in EtOH-exposed unaffected cortices, we observed upregulation of LINE1 and major satellite class repeats, whereas IAP elements were only upregulated in EtOH-exposed affected samples. To determine if the enrichment in H3K9me2 reflects a global increase, we quantified H3K9me2 using western blotting and normalized measures to levels of total histone H3. As seen in Fig. 4C, we did not observe any differences in total cellular H3K9me2 between experimental groups. From these data, we conclude that EtOH-exposed affected tissues exhibit widespread increases in H3K9me2 that do not strictly associate with transcriptional suppression and are not reflective of a genome-wide increase in this post-translational modification.

**Fig. 4:**
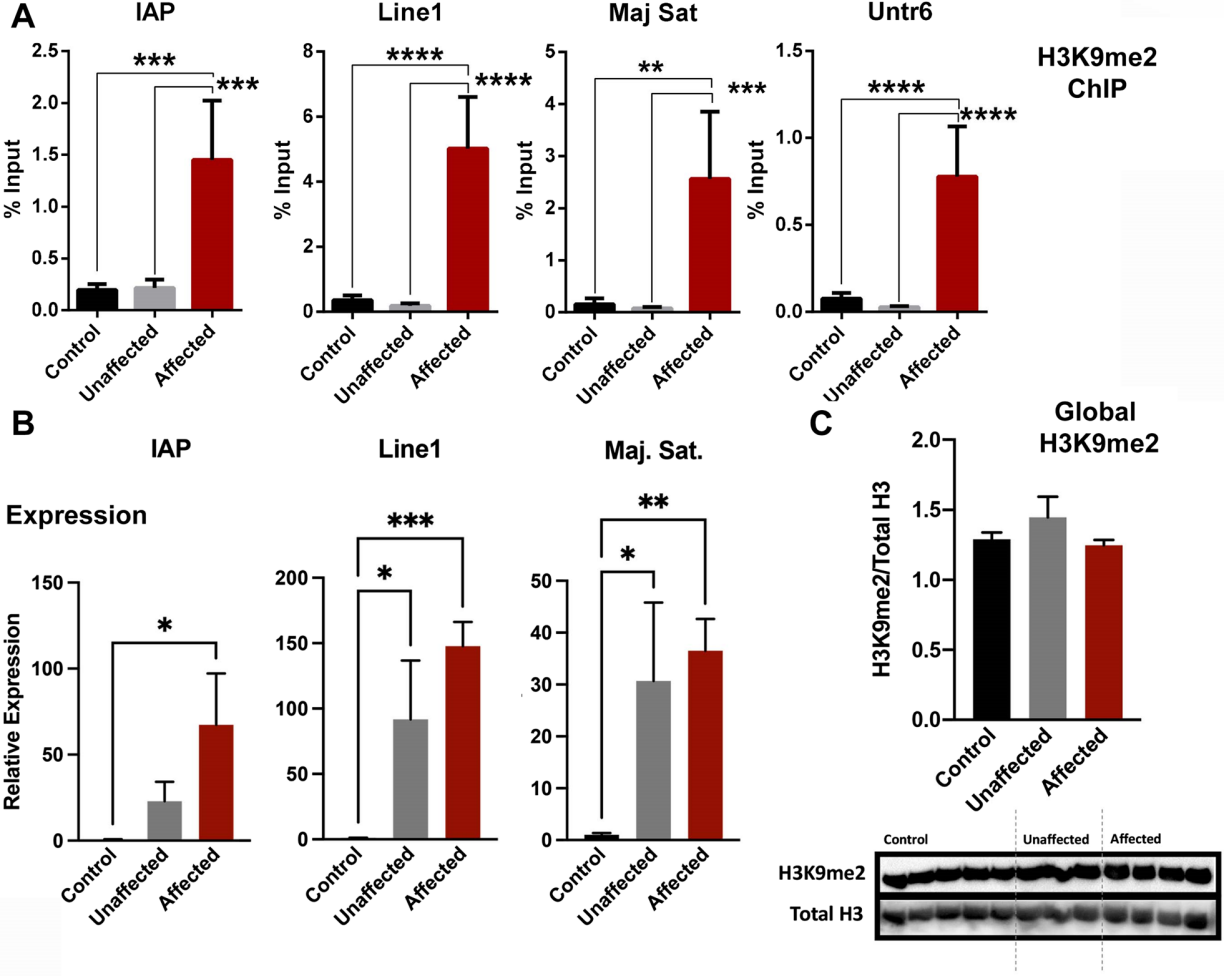
Widespread increases in histone H3, lysine 9 dimethylation does not associate with increased transcriptional suppression. **A** We assayed cellular extracts isolated from the fetal cortex of control, EtOH-exposed unaffected, and EtOH-exposed affected offspring for the enrichment of histone H3, lysine 9 dimethylation (H3K9me2) using chromatin immunoprecipitation (ChIP) followed by qPCR analysis. Our ChIP-qPCR primers assayed H3K9me2 within an untranscribed region of chromosome 6 (Untr6) and the indicated transposable elements. **B** RT-qPCR analysis of transcripts encoding the three families of transposable elements assayed above. Expression levels were normalized to transcripts encoding *Gapdh* and *Ywhaz*. **C** Analysis of global levels of H3K9me2 using western blotting. Representative western blot, with levels of H3K9me2 normalized to total histone H3 (*n* = 7). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

### Alcohol-induced enrichment of H3K9me2 does not associate with the formation of canonical heterochromatin

Di-methylation and tri-methylation of lysine nine are recognized components of heterochromatin that, along with *HP1* and histone H4 lysine 20 methylation, play an essential role in transcriptional silencing and genome stability [19]. To determine if alcohol selectively impacts only the dimethylated state of H3K9, we returned to our previously published primary neurosphere model of exposure [12, 13]. Here, we exposed cultured cells to 0, 160, and 240 mg/dL of alcohol for 3 days, then passaged exposed cells without alcohol for a 4-day recovery phase. Importantly, our cell culture experiments largely reproduced both the suppression of mTORC2 target genes (*Atp5e* and *Atp5mf*) and increases in H3K9me2 within repetitive sequences that we observed in our mouse model (Fig. 5A, B). Using ChIP, we next assayed the enrichment of trimethylated histone H3 lysine 9 (H3K9me3), as well as trimethylation of histone H4 lysine 20 (H4K20me3), which both co-localize during the formation of canonical heterochromatin [46]. These experiments revealed decreased H3K9me3 in both IAP and major satellite repeats, while LINE1 elements and the untranscribed region of chromosome 6 both exhibited increases (Fig. 5C). In contrast, we observed no differences in H4K20me3 across any repeat regions or Untr6 (Fig. 5D).

**Fig. 5:**
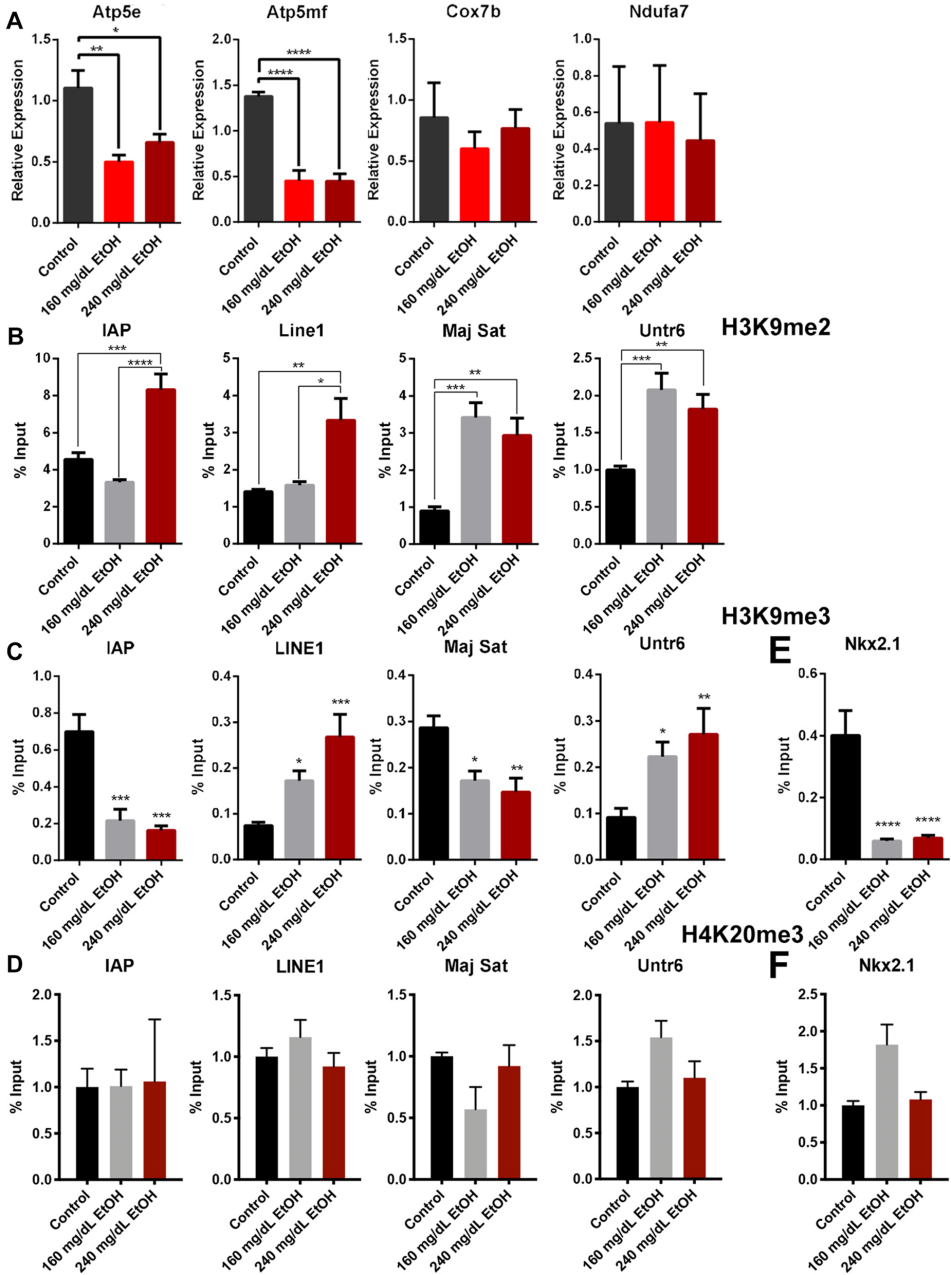
In vitro analysis of alcohol-induced changes in histone post-translational modifications. Primary fetal cerebral cortical neuroepithelial stem cells were cultured in the presence of 160 or 240 mg/dL EtOH for 3 days, followed by a 4-day recovery in medium lacking EtOH. **A** Examination of transcripts encoding candidate genes within the Oxidative Phosphorylation, Mitochondrial Dysfunction, and *EIF2* Signaling pathways in RNA samples isolated from treated neuroepithelial stem cells. Gene expression was normalized to transcripts encoding *Gapdh* and *Ywhaz* (*n* = 4). We assayed cellular extracts isolated from treated neuroepithelial stem cells for the enrichment of **B** histone h3, lysine 9 dimethylation (H3K9me2) **C** histone h3, lysine 9 trimethylation (H3K9me3), and **D** histone h4 lysine 20 trimethylation (H3K20me3). ChIP-qPCR primers assayed the enrichment of the post-translational modifications within an untranscribed region of chromosome 6 (Untr6) and the indicated transposable elements. Enrichment of **E** H3K9me3 and **F** H4K20 within the regulatory region of *Nkx2.1*. For ChIP-qPCR analysis *n* = 4. Error bars represent the SEM, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001

To expand our analysis into protein-coding genes, we assayed the promoter region of the homeobox gene *Nkx2.1*, which exhibited a dramatic increase in H3K9me2 both in vitro and in vivo [12]. The regulatory region of *Nkx2.1* displayed a 75% decrease in H3K9me3, while the enrichment of H4K20me3 was not significantly different between treatments (Fig. 5E, F). Although the cortices of alcohol-exposed animals exhibiting congenital defects consistently display increased H3K9 dimethylation, H3K9me3 shows region-specific changes, while we did not observe any significant impact on H4K20me3 enrichment. From these data, we conclude that the observed ethanol-induced increases in H3K9me2 do not associate with the formation of canonical heterochromatin.

### Increased expression SATB2 in alcohol-exposed affected tissues does not correlate with altered gene expression or increased H3K9me2

Previous studies using worms and mammalian cells demonstrate that mitochondrial dysfunction and oxidative stress induce global enrichment of H3K9me2 [17, 18]. In worms, upregulation, and nuclear localization of the chromatin looping protein DVE-1 precedes the global enrichment of H3K9me2, which together serve to stabilize chromatin interactions [17]. The mammalian homologs of DVE-1 are *SATB1* and *SATB2*, which also play major roles in organizing chromatin looping and stabilize interactions between gene enhancers and promoters [47–52]. Further, *SATB2* function is critical for proper development of the cerebral cortex and normal craniofacial patterning [50, 53]. To determine if the DVE-1 homologs *SATB1* and *SATB2* are upregulated in our model, we assayed their expression in the cortices of control, EtOH-exposed unaffected, and EtOH-exposed affected offspring. Consistent with studies in *c. elegans*, we observed an increase in transcripts encoding *Satb2* in the cortices of alcohol-exposed affected but not in control or alcohol-exposed unaffected offspring (Fig. 6A). Using Western blotting, we validated upregulation of *SATB2* in alcohol-exposed affected offspring (Fig. 6B). We also observed a significant, although more minor, magnitude increase of *SATB2* protein in cortices derived from EtOH-exposed unaffected offspring. Similar to candidate genes in the pathways regulating Oxidative Phosphorylation and Mitochondrial Dysfunction, we only identified *Satb2* upregulation in the cortex and not the heart or cerebellum of EtOH-exposed, affected animals (Fig. 6C). We then assayed enrichment of H3K9me2 in the *Satb1* and *Satb2* regulatory regions. The *Satb1* promoter displayed increased H3K9me2, and although the *Satb2* promoter trended toward an increase, this did not reach statistical significance (*p* = 0.1) and was only different from samples derived from EtOH-exposed unaffected mice.

**Fig. 6:**
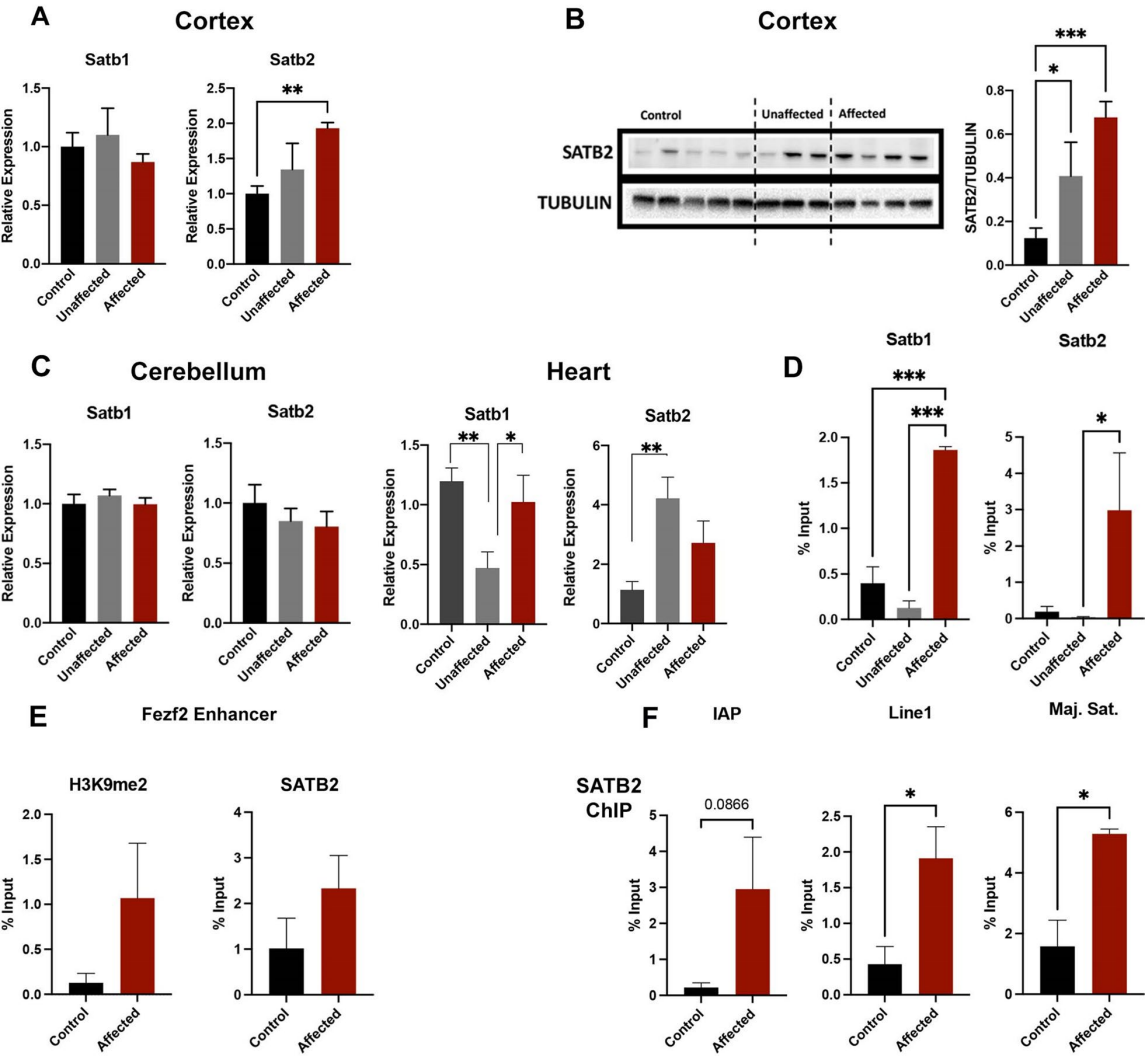
Increased expression of *Satb2* in the cortex of alcohol-exposed animals does not correlate with alterations in gene expression or increased H3K9me2. **A** Using RT-qPCR, we assayed levels of transcripts encoding the chromatin looping proteins *Satb1* and *Satb2* between control, alcohol-exposed but normal, and alcohol-exposed animals exhibiting structural defects. **B** Western blot analysis of SATB2 protein levels within the fetal cortex across treatment groups, with samples normalized to TUBULIN. **C** RT-qPCR analysis of *Satb1* and *Satb2* in the cerebellum and heart. **D** Using samples derived from the fetal cortex and ChIP-qPCR, we assayed the *Satb1* and *Satb2* promoters for the enrichment of H3K9me2. **E** As a positive control, we used ChIP-qPCR to determine the enrichment of H3K9me2 (left) and SATB2 (right) at the *Fezf2* upstream enhancer, a known SATB2 binding site [53]. **F** Using ChIP-qPCR, we determined SATB2 enrichment at the indicated transposable elements. For the cortex, gene expression was normalized to transcripts encoding *Gapdh* and *Ywhaz*, while in the cerebellum and heart, expression was normalized to the transcripts encoding *H2Afz* and *Ywhaz* (*n* = 8 Control, 9 Unaffected, 7 Affected). Error bars represent SEM, *P < 0.05, **P < 0.01

To determine if regions exhibiting enrichment in H3k9me2 also display increased occupancy of *SATB2*, we conducted ChIP-qPCR analysis using the previously validated antibody [53–55]. As a positive control, we assayed the enrichment of H3K9me2 and *SATB2* at the *SOX5* binding site within enhancer 434, upstream of the gene encoding *Fezf2* [53, 56]. Although we identified both H3K9me2 and *SATB2* within this region, neither displayed increased occupancy in EtOH-exposed affected samples (Fig. 6D). Further, although we could not identify *SATB2* binding at any candidate gene regulatory regions, we did detect occupancy of *SATB2* at repetitive sequences, and EtOH-exposed cortices displayed increased enrichment compared to controls (Fig. 6E). However, these primer sequences bind multiple genomic regions, and we cannot know if these sequences are common between H3K9me2 and *SATB2*. From these data, we conclude that although EtOH-exposed affected samples exhibit upregulation of the mammalian homolog of *DVE*-1, *SATB2* does not bind the regulatory regions of any of our candidate genes nor strictly correlate with all instances of increased H3K9me2 enrichment.

## Discussion

In this study, we found that alcohol-exposed tissues isolated from fetuses exhibiting structural defects exhibit disruptions in the genetic pathways controlling cellular respiration and oxidative phosphorylation, the majority of which are regulated by mTORC2. Although acute alcohol exposure is known to induce *mTORC2* activation in the CNS [57], our study is the first to identify prolonged programming of this complex, long after the removal of the toxicant. In glioblastoma multiforme, the acetyl-CoA-dependent acetylation of *RICTOR*, a core component of the *mTORC2* signaling complex, promotes an autoactivation loop, even when the upstream growth factor driving this signaling pathway is removed [58, 59]. Prenatal alcohol exposure associates with the *ACSS2*-dependent formation of acetate within the gestating brain [60]. Consistent with this study and adult models of alcohol exposure [3], we also observe transient increases in H3K9 acetylation but only during the exposure phase and not after alcohol is removed [12]. As increased acetate drives increased cellular levels of acetyl-CoA, we speculate that during gestation, binge exposures program an acetate-driven increase in *mTORC2* activity, resulting in a lasting suppression of the genetic pathways driving cellular respiration and the oxidative stress response. Additional experiments are required to determine if prenatal alcohol exposure is associated with the acetyl-CoA-dependent acetylation of *RICTOR*.

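A list of 50 antioxidant genes, which encode enzymes and regulators that counter oxidative stress, was tested in the RNA-seq data. Their median log2 fold change was -0.20 in affected against control offspring and -0.29 against unaffected, and 37 and 39 of the genes were lower. The authors' deposited table calls 6 of them lower against control and 13 lower against unaffected, with none higher. By Fisher's exact test (two-sided, Benjamini-Hochberg adjustment), these numbers were above those of the other tested loci, with an adjusted p = 0.00373 and 1.52e-05. The test treats genes as independent and was not matched on transcript length. Adjusted over the list alone, 6 and 18 genes were lower.
Of the called genes, Gpx1 and Sod1 were chosen after their values were seen. Gpx1 had an FPKM of 159 in control, 196 in unaffected and 120 in affected offspring in the authors' deposited table (q = 0.0221 for affected against control). Its log2 fold change was -0.40 against control and -0.71 against unaffected. Sod1 had 540, 584 and 451 in the authors' deposited table and was called only against unaffected (q = 0.0235). Against random lists matched on FPKM, the antioxidant genes lay at the percentile 0.01 for affected against control and below all random lists for affected against unaffected. Their transcripts have a median length of 1549 nt. With random lists also matched on transcript length, the percentiles were 1.52 and 3.09, and the latter is inside the central 95%.
In unaffected offspring, the median of the list was 0.09 against control, and 42 of the 50 genes were higher. Hmox1 was the only gene called, with an FPKM of 3.63 in control and 5.43 in unaffected offspring in the authors' deposited table (q = 0.0316). Adjusted over the list alone, 0 genes were called.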

Consistent with our previous in vitro studies [12] and prior publications that examine chronic models of adult alcohol exposure [61], our RNA-seq analysis of the affected transcriptome revealed a broad suppression of transcriptional pathways that counter oxidative stress, while alcohol-exposed unaffected tissues do not. Similar to adult tissues, these signatures of differential gene expression and altered H3K9me2 are tissue-specific [62]. Interestingly, in our model, female offspring appear more prone to dysregulation of these pathways and overt dysgenesis. These data are consistent with recent studies indicating female offspring are more susceptible to the teratogenic impacts of intrauterine alcohol exposures [63]. Future studies are needed to determine if this mTORC2 signature is present in other models of exposure, is sex-specific, and if pharmacological interventions that target this pathway rescue EtOH-induced patterning defects.

In our model, affected tissues consistently display widespread increases in the enrichment of H3K9me2, which appear in genic, repetitive, and non-transcribed regions of the genome. Despite an established role of H3K9me2 in the formation of heterochromatin [19], we do not observe widespread silencing of gene expression. As specific examples, we previously reported a 500% increase in the enrichment of H3K9me2 at both the *Nkx2.1* and *Wnt5b* promoters [12]. 

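Nkx2-1 lies on chromosome 12 of mm10 from 56531935 to 56536908, and Wnt5b on chromosome 6 from 119432531 to 119544347. In FPKM, the authors' deposited table lists Nkx2-1 at 3.51 in control, 5.67 in unaffected and 3.69 in affected offspring. The log2 fold change of affected against control was 0.07 (q = 0.933 in the authors' deposited table). Nkx2-1 was called between control and unaffected offspring, where its log2 fold change was 0.69 (q = 0.00904 in the authors' deposited table), and between unaffected and affected offspring, where it fell by 0.62 (q = 0.0397). Wnt5b had an FPKM of 1.63 in control, 1.67 in unaffected and 1.55 in affected offspring in the authors' deposited table. Its log2 fold change against control was -0.08 in affected offspring (q = 0.976 in the authors' deposited table) and 0.03 in unaffected offspring, and the gene was called in none of the 3 comparisons.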

Notwithstanding this dramatic increase, we find that the expression of both of these genes increased in alcohol-exposed affected cortices. In contrast, the other 14 H3K9me2-enriched candidate genes we previously identified did not display any significant changes in gene expression. 

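The share of lower genes among the called loci was 44.3% for affected against control, with a 95% Wilson interval from 41.2% to 47.5%. For affected against unaffected offspring, it was 41.9% (40.0% to 43.8%), and for unaffected against control 56.6% (48.0% to 64.8%). These intervals treat the called loci as independent draws, and describe the counts and not the variation between animals. The median log2 fold change of all tested loci with an FPKM of at least 1 was 0.02 for affected against control, and centring the fold changes on it left the split as it was. Restricting the calls to an absolute log2 fold change of at least 0.5 moved the share of lower loci to 58.7% for affected against control and to 35.4% for unaffected against control, so that the more frequent direction changed in both. Lower and higher genes differed in transcript length. The median transcript length was 1014 nt for the loci called lower in affected than in control offspring and 5684 nt for those called higher.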

Further, despite the widespread increase in H3K9me2, our RNA-seq analysis identified a near equivalent number of candidate genes that were up- and down-regulated. Although we acknowledge that increased H3K9me2 may correlate with the suppression of genes we did not assay here, the fact that some of our top upregulated candidate genes exhibited increased enrichment and that we observed augmented H3K9me2 in a non-transcribed region of the genome, we conclude that this change in chromatin structure does not always silence gene expression. Importantly, these observations are consistent between both our mouse and cell culture models.

Although H3K9 methylation predominantly associates with transcriptional silencing, similar to DNA methylation, this modification is also found in gene bodies and associates with transcriptional elongation [64–66]. Further, microscopy-based studies employing FISH have revealed that while deposition of H3K9me2 correlates with the localization of gene sequences into large domains at the nuclear periphery, this does not always associate with transcriptional silencing [67–70]. As an example, during both muscle and T-cell development, key homeobox genes driving progressive changes in cell identity need to be released from the nuclear periphery in order to achieve optimal transcriptional activation. However, most genes moving to or from the nuclear periphery display little to no change in expression, despite dynamic alterations in H3K9me3 [71–73]. Importantly, if a gene locus that becomes relocated to the nuclear periphery and silenced during differentiation is artificially moved to the nuclear periphery outside of a differentiation context, it does not become silenced [72, 74]. Similarly, although CAS9-mediated increases in H3K9 methylation across a large region of human chromosome 19 can induce the formation of heterochromatin-like domains, this large-scale change in chromatin structure did not result in widespread gene repression [20]. From these various studies, it appears that although increased H3K9 methylation may associate with transcriptional suppression, direct regulation of gene expression falls to protein factors (activators/repressors) located in the various nuclear compartments during specific developmental windows; not by a change in histone methylation. Given the association between H3K9 methylation and DNA methylation [75], future studies will determine if DNA methylation changes also associate with dysgenesis of the fetal cortex.

The induction of *Satb2* in the cortices of EtOH-exposed affected offspring, combined with the disruption of the transcriptional programs regulating mitochondrial function, prompted us to consider that similar to worms [17], mammalian cells also induce a chromatin-based stress response to stabilize nuclear interactions. Consistent with this idea, in osteoblasts, *SATB2* messenger RNA and protein upregulate in response to oxidative stress, and loss of *SATB2* disrupts chromatin structure and causes nuclear damage [76]. *SATB2* interacts with the H3K9me2 methyltransferase *EHMT2* (*G9a*), which promotes the association of target loci with the nuclear lamina [67, 77, 78]. However, outside of transposable elements and repetitive sequences, we could not identify *SATB2* binding at any candidate region exhibiting altered expression or increased H3K9me2. Thus, from these data, we conclude that although gestational alcohol exposure may induce *SATB2*, this protein does not appear to drive the altered H3K9me2 or transcriptional changes observed in EtOH-exposed affected tissues.

## Conclusions

One of the major confounding elements in the study of fetal alcohol spectrum disorders (FASDs) is the enormous variation observed in phenotypes and incidence [79]. FASD-associated defects have a wide range of severity, and while many women who drink have affected children, a significant subset of alcohol-exposed babies remain unaffected [80]. However, the vast majority of animal model-based studies have ignored this variation and have contrasted measures between control and alcohol-exposed tissues. Thus, we have a very poor understanding of what molecular changes distinguish affected versus unaffected individuals. Our studies indicate that changes in histone H3 lysine 9 dimethylation associate with alcohol-induced defects but that this epigenetic change may not directly influence the transcriptional programs driving development.

## Supplementary Information

**Additional file 1.** Primer sequences used in this study.

## Data Availability

The datasets generated and/or analyzed during the current study are available in the Gene Expression Omnibus (GEO) repository, GSE163300.

## Abbreviations

FASD: Fetal alcohol spectrum disorders
HDAC: Histone deacetylase
H3K9me2: Dimethylated histone H3, lysine 9
H3K9me3: Trimethylated histone H3, lysine 9
H4K20me3: Trimethylated histone H4, lysine 20
mTORC2: Mammalian target of rapamycin complex 2
DVE: Defective proVEntriculus
Satb1: Special AT-Rich Sequence Binding Protein 1
Satb2: Special AT-Rich Sequence Binding Protein 2
Ehmt2 (G9a): Euchromatic Histone Lysine Methyltransferase 2
Acss2: Acyl-CoA Synthetase Short Chain Family Member 2
Atp5e: ATP Synthase F1 Subunit Epsilon
Atp5mf: ATP Synthase Membrane Subunit F
Atp5l: ATP Synthase Membrane Subunit G
Ascl1: Achaete-Scute Family BHLH Transcription Factor 1
Cox7b: Cytochrome C Oxidase Subunit 7B
Dlx2: Distal-Less Homeobox 2
EIF2: Eukaryotic Translation Initiation Factor 2A
Ndufa7: NADH dehydrogenase [ubiquinone] 1 alpha subcomplex subunit 7
Nkx2.1: NK2 Homeobox 1
IAP: Intracisternal A-particle
LINE: Long interspersed nuclear elements
Untr6: Untranscribed region of chromosome 6
Fezf2: FEZ Family Zinc Finger 2

How the deposited data were processed for this re-analysis (not part of the article)

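Gene expression was measured by RNA-seq in tissue from 9 mouse fetuses on gestational day 17, with 3 control fetuses, 3 EtOH-exposed unaffected fetuses and 3 EtOH-exposed affected fetuses. The exposed fetuses came from dams given 2.9 g/kg EtOH on gestational day 7, and groups follow the sample labels and the paper. The labels give the tissue as fetal brain and the paper as cortex.

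The authors aligned the reads to mm10, where the methods name both STAR with default parameters and Bowtie with TopHat, and used the Cufflinks suite, without stated versions, to make the deposited values. The deposited FPKM are fragments scaled to the length of the exons and to the mapped fragments of the library, with 1 value per group and locus, which the authors' software took over the 3 animals of the group. The deposited table also holds the p-value and q-value of each locus in 3 comparisons, and the q-values were found to be Benjamini-Hochberg adjusted over all 3 comparisons together. The table has 27095 loci, of which 3871 have no gene name, 351 carry joined names of overlapping genes and 28 have a name turned into a date. The deposited log2 fold changes were not used because some of their cells hold no number, and fold changes were computed from the FPKM instead. The number of columns with values of single animals was 0, so no replicate error, no leave-one-out analysis and no other split of the animals was possible.

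Because the table holds the authors' comparisons and no values per animal, the authors' test was the test for single genes, as the design had provided for. A locus was called differentially expressed at q below 0.05 among the loci that the authors' software marks as tested. The methods state a p-value limit of 0.05 without naming the kind of p-value. The inverse of the smallest q-value in the deposited table is 455, and the inverse of the smallest p-value would be far larger, so the common ceiling of the points in Fig. 1A was read as a scale of q-values. These choices, the gene lists and the alternatives were set before the data were examined, apart from the alternatives said to be added later and the reading of Fig. 1A. That reading rests on the smallest q-value in the deposited table, so it cannot have preceded the opening of the table. The genes named are those in Figs. 1C, 3A and 3C, other genes the paper names, the reference genes, the components of mTORC2, the sex-linked genes Xist, Ddx3y, Kdm5d, Eif2s3y and Uty, and for each comparison the 5 called genes with the largest rise and the 5 with the largest fall among those with an FPKM of at least 1 in both groups. Some single genes under these rules are not reported here.

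Depth per library was estimated from the steps of whole fragments among loci with an FPKM below 0.3. It is a relative depth, so no binomial interval per gene was computed, and the small number of animals limits the precision of every comparison.

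Gene lists covered nuclear and mitochondrial genes of oxidative phosphorylation, ribosomal proteins, initiation factors, components of mTORC2, antioxidant genes, targets of the integrated stress response, genes of H3K9 methylation, immediate early genes, and markers of blood, choroid plexus, ventral telencephalon, meninges, endothelium, microglia, cortical progenitors, projection neurons and thalamus. They were written from general knowledge, since the gene sets of Ingenuity Pathway Analysis are proprietary. For each list, the median log2 fold change of the members with a mean FPKM of at least 1 was given as its percentile among 10000 random lists of equal size, matched on mean FPKM in 20 bins. Lists were also matched on FPKM together with transcript length or GC content, by drawing each member's stand-in from its 50 nearest genes. Lower and higher calls in 4 lists were compared with the other tested loci by Fisher's exact test, two-sided, with Benjamini-Hochberg adjustment over 24 tests. This test treats genes as independent, and its background was not matched on transcript length.

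Transcript length and GC content came from the GENCODE M21 annotation, as the median over a gene's transcripts, and were found by name for 12476 of 15448 tested loci with an FPKM of at least 1 (80.8%). Spearman correlations across genes are given with 95% bootstrap intervals from 1000 draws of genes, or 200 for partial correlations, and genes are not independent replicates. A length trend was removed by subtracting a running median over 501 genes ordered by length. The procedure was tested on simulated data for 12494 genes, with 200 lists of 80 genes. Without any shift, 3.5% of lists lay outside the central 95% of random lists. With a simulated length trend and no shift, 99.5% lay outside when matched on FPKM alone and 4.5% when also matched on length. With a true shift of -0.20 added, 100% lay outside. The simulated trend used the annotated lengths without error, so a difference between annotated and expressed length was not tested. Removing the trend took a simulated Spearman correlation of 0.42 to 0.00464. Comparisons that share a group were set beside 100 simulations of unchanged groups, in which the noise of each locus was drawn independently.

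The alternatives were an unadjusted p-value below 0.05, a q-value below 0.01, Benjamini-Hochberg adjustment within a comparison, an FPKM of at least 1 in both groups, an absolute log2 fold change of at least 0.5, centring on the median, pseudocounts of 1 and 0.1, all tested genes or a mean FPKM of at least 10, the matching of random lists, and the background of Fisher's test. Added after the data were seen were the longest transcript in place of the median, fold changes minus the length trend, and the direction as the deposited log2 column gives it. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and the plot was drawn with matplotlib 3.10.9. RT-qPCR, ChIP-qPCR and western blot measurements were not analysed here.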

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

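All tests of sex, of blood cells and of transcript length given with these results were chosen after the results were seen.

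The Y-linked genes tested and Xist, whose levels the paper does not discuss, differed between the groups. The authors' deposited table lists the Y-linked gene Ddx3y at an FPKM of 2.66 in control, 8.40 in unaffected and 0.00906 in affected offspring, and Eif2s3y at 6.56, 21.0 and 0.0371. Xist, which is transcribed from the inactive X chromosome of females, was listed there at an FPKM of 9.24 in control, 0.0210 in unaffected and 10.3 in affected offspring. A candidate explanation is that the groups held different numbers of males and females. Over the 4 Y-linked genes tested, the ratio of control to unaffected lay between 0.291 and 0.316, with a median of 0.309, and Xist changed the other way, as a difference in the number of males requires. Values near 0 for Xist in unaffected and for the Y-linked genes in affected offspring are in line with only males in the former and only females in the latter group. The ratio of control to affected for Xist was 0.894. The paper reports that most affected fetuses were female, but its text does not give the sex of the fetuses that were sequenced. Genes on X and Y make up 3.88% of the calls between unaffected and affected offspring, against 3.53% of the tested loci, so sex-linked genes are not the bulk of these calls. Between control and affected offspring the shares were 3.64% and 3.51%. Between control and unaffected offspring they were further apart, with 6.20% of the calls and 3.52% of the tested loci. Whether sex contributes to changes on other chromosomes cannot be told apart from the effect of the exposure here, since the groups would differ in both.

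The genes of oxidative phosphorylation differed between the exposed groups, and this difference was tested by the authors' direct comparison, where the authors' deposited table calls 64 of 82 genes lower in affected than in unaffected offspring. Their median was higher in unaffected and lower in affected offspring when each was compared with control. The median of the list lay lower than that of random lists matched on FPKM and transcript length by a difference of -0.10, below all of them. It stayed outside after the trend was subtracted. These values argue against a trend of fold changes with transcript length as the whole cause of the fall against control. Lengths are annotated medians and not measured in these samples, so a remainder of the trend is not excluded. A difference of -0.22 from lists matched on FPKM and GC content argues against GC content as the whole cause. The sex of the fetuses stays open. On the scale from affected to unaffected, the control group lay at 0.743 for this list and at 0.309 for Y-linked genes, but the spread between animals is not in the table, so sex composition and exposure cannot be told apart for these genes. An effect of the exposure that depends on whether a fetus is affected is a hypothesis that the design names, and it was not separated from sex.

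Nkx2-1 was higher in unaffected than in control offspring, and the difference between the exposed groups was again tested by the authors' direct comparison. The log2 fold change of affected against unaffected was -0.62 for Nkx2-1, which is one of 22 markers of the ventral telencephalon in a list written beforehand. Markers of other cell types were weighed beside it. All 15 projection neuron markers were lower in unaffected than in control offspring. A difference of -0.22 from length-matched random lists argues against the length trend as the whole cause for them. A lower share of projection neurons alone would raise the markers of every other cell type alike, yet the lists moved apart. The median of the 10 thalamus markers was lower too, with a difference of -0.13 from their length-matched random lists, although Zic1 and Zic4 among them were higher, while the median of the choroid plexus markers was higher than all of theirs. A different share of ventral tissue in the dissected samples stays open and was not tested further, as does a biological difference between the groups.

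Genes of red blood cells, which the paper does not analyse, were higher in unaffected than in control offspring. The 7 erythroid markers with an FPKM of at least 1 had a median log2 fold change of 0.41, and all 7 were higher. More blood in the unaffected tissue is a candidate explanation, but the 7 markers that would test it are those in which the rise was seen, so more blood cells cannot be told apart from a change of these genes within the cells. The authors' deposited table lists the joined beta-globin locus at an FPKM of 5357 in control, 6924 in unaffected and 3277 in affected offspring, and Alas2 at 18.9, 25.2 and 17.8. The log2 fold changes in unaffected offspring were 0.37 for the beta-globin locus, 0.36 and 0.40 for the 2 alpha-globin loci and 0.41 for Alas2, which lie close together, while the less abundant Hba-x and Hbb-y rose by 0.95 and 1.81. Reads of the globin loci could be split between near-identical copies. A difference of 0.30 from length-matched random lists, above all of them, argues against the length trend as the whole cause. Of the 7 markers, 6 also had an FPKM of at least 1 in control. A biological change in blood formation stays open as a hypothesis.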

How the results depend on the processing

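Fold changes minus the length trend, the longest transcript and the direction of the deposited log2 column were chosen after the data were seen.

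The medians and the lower calls of the genes of oxidative phosphorylation and of the ribosomal proteins kept their direction and their side of the threshold in both comparisons with affected offspring under the alternatives run for them, while their higher calls against control did not, as given below. Against control, the median log2 fold change ranged from -0.39 to -0.12 for oxidative phosphorylation and from -0.43 to -0.16 for the ribosomal proteins, and against unaffected from -0.51 to -0.14 and from -0.58 to -0.19. The values closest to 0 are those after subtraction of the length trend. The adjusted p-values of Fisher's exact test for lower oxidative phosphorylation genes ranged from 2.80e-51 to 2.30e-35 against control and from 1.15e-62 to 3.27e-54 against unaffected.

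The counts of called loci in the authors' deposited table depended on the threshold, as fewer or more loci pass it by construction. At an unadjusted p-value below 0.05, the authors' deposited table calls 838 loci between control and unaffected, 5440 between unaffected and affected and 3280 between control and affected offspring, and 2791 loci in both comparisons with affected. At q below 0.01, the authors' deposited table calls 56, 1413 and 334 loci, with 291 in both. With an absolute log2 fold change of at least 0.5, the numbers were 79, 1451 and 380. Adjustment within the comparison left 47 loci between control and unaffected, and the other numbers were within 1.5 times the main ones. The share of lower loci between control and unaffected moved to 69.5% at an unadjusted p-value below 0.05, to 33.9% at q below 0.01, to 34.0% with adjustment within the comparison and to 35.4% with the minimum fold change. Between unaffected and affected offspring it moved to 45.4% at an unadjusted p-value below 0.05 and to 36.7% at q below 0.01, and between control and affected to 48.8% at q below 0.01 and to 58.7% with the minimum fold change. The cause of these shifts was not tested. Centring changed no split.

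Matching random lists on transcript length, or on length and GC content, left the medians of 0.13 for oxidative phosphorylation and 0.086 for antioxidant genes in unaffected against control offspring inside the central 95%, at the percentiles 90.2 and 87.8 for the first and 81.7 and 67.0 for the second. The same held for antioxidant genes in affected against unaffected offspring, with a median of -0.29 at the percentiles 3.09 and 4.55. After subtraction of the length trend, these medians were 0.019 for oxidative phosphorylation and 0.022 for antioxidant genes in unaffected against control offspring and -0.062 for antioxidant genes in affected against unaffected offspring, and that of antioxidant genes in affected against control offspring was -0.053, at the percentile 4.92. These changes follow from the trend with transcript length that the alternatives remove. The mTORC2 genes in unaffected against control offspring reversed from 0.0099 to -0.0013 after subtraction, inside the central 95% both times.

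At an unadjusted p-value below 0.05, the authors' deposited table still has 0 higher calls against control among the genes of oxidative phosphorylation, the ribosomal proteins and the antioxidant genes, and 0 higher calls against unaffected among the antioxidant genes. The absence of higher calls passed the threshold of Fisher's exact test only under this alternative, because more loci were called overall. Higher calls rose from 0 to 2 for the ribosomal proteins between control and unaffected and for the mTORC2 genes between control and affected offspring, which turned the odds ratio above 1 without passing the threshold. Among single genes, 21 further calls appeared at an unadjusted p-value below 0.05, including Fezf2, Mtor and Tti1 for affected against control, and none reversed. Pseudocounts of 0.1 and 1 and the longest transcript changed the direction or side of none of the results they were run for, which are the list medians for 0.1, the list medians and single genes for 1, and the length correlations for the longest transcript.

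No paired analysis was possible because the deposited table holds 1 value per group and no column for a single animal. For the same reason, the replicate block, leaving out each replicate in turn and the pseudocounts of a model per animal were not run. The missing spread between animals limits every result to a description of the group values and to the authors' test. The greater estimated depth of the affected libraries limits what can be said of loci near 0 in the other groups.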

Differences from the paper's values

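The direction of the deposited log2 column and the exchanged order of Fig. 1B were chosen after seeing the values.

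The number of differentially expressed genes between control and affected offspring is about 2300 in Fig. 1B, read by eye, and the authors' deposited table gives 934 loci at q below 0.05. Of the alternatives set before the data were examined, an unadjusted p-value below 0.05 falls within the margin, with 3280 loci in the authors' deposited table, and none of the others does. For unaffected against affected offspring, the paper's number is about 880 in Fig. 1B, read by eye, and the authors' deposited table gives 2473. None of the alternatives set before the data were examined closed the gap. The order of these 2 comparisons in Fig. 1B is opposite to that in the paper's text, where the paper states 876 for control against affected and 2281 for unaffected against affected. These totals differ from the sums of the paper's own lower and higher genes, which are 934 and 2473 and equal the numbers of called loci in the authors' deposited table. With the 2 comparisons of the figure exchanged, a reading chosen after seeing the values, about 880 in Fig. 1B, read by eye, stands beside 934 and about 2300 beside 2473.

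The number of oxidative phosphorylation genes between unaffected and affected offspring is about 28 in Fig. 1B, read by eye, while the authors' deposited table calls 64 genes of the list used here. With an unadjusted p-value below 0.05 the authors' deposited table calls 74, so this alternative did not close the gap either. For control against affected, the figure has about 52 in Fig. 1B, read by eye, and the authors' deposited table 36. With the comparisons exchanged, which was chosen after seeing the values, about 28 in Fig. 1B stands beside 36 and about 52 beside 64. The gene set of the paper was not used here.

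For affected against unaffected offspring, the paper states 1432 genes downregulated and 1041 upregulated. The authors' deposited table gives 1036 lower and 1437 higher loci in affected offspring by FPKM, so the more frequent direction is opposite. With the direction as the deposited log2 column gives it, unaffected over affected, and with cells that hold no number counted as higher, the authors' deposited table gives 1432 lower and 1041 higher loci, a setting that was chosen after seeing the values. The same setting gives 412 lower and 522 higher loci for affected against control in the authors' deposited table, which are the numbers the paper states, in place of 414 and 520.

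The paper's discussion states that Nkx2-1 and Wnt5b increased in affected cortices. Here the log2 fold changes against control were 0.07 and -0.08, with q-values of 0.933 and 0.976 in the authors' deposited table, and neither gene was called under an unadjusted p-value below 0.05. The discussion also states no change for the other 14 genes with raised H3K9me2, without naming them, while the paper's results and the authors' deposited table have Dlx2 (q = 0.0152) higher in affected than in control offspring. Whether Dlx2 is among the 14 is left open.

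The paper states that several members of mTORC2 were upregulated in affected offspring. Of the 8 tested, Mtor alone was called at q below 0.05 in the authors' deposited table, and only against unaffected (q = 0.00904). An unadjusted p-value below 0.05 adds Rictor against unaffected and Mtor and Tti1 against control.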

Other observations

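The test of the length trend without oxidative phosphorylation and ribosomal protein genes was chosen before its result was seen. So was the test of the opposite directions after removal of the length trend. All other tests of explanations given here were chosen after their results were seen. The gene lists and the matching of random lists were set before the data were examined.

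Fold changes followed transcript length across genes. Spearman's correlation of log2 fold change with transcript length over 12476 genes was 0.56 (95% bootstrap interval 0.55 to 0.57) for affected against control, 0.63 (0.62 to 0.64) for affected against unaffected and -0.50 (-0.51 to -0.48) for unaffected against control. With GC content it was 0.20, 0.14 and 0.018. In the fifth of genes with the shortest transcripts, up to 1493 nt, the median log2 fold change of affected against control was -0.21, and in the fifth with the longest it was 0.20. With the longest transcript of each gene in place of the median, the correlations were 0.55, 0.63 and -0.52. The tables argue against several explanations. An effect confined to transcripts close to the fragment length is excluded by a correlation of 0.33 among transcripts of at least 3000 nt. The length of the gene in the genome does not account for it, since the partial correlation with transcript length given the genomic span was 0.49. The short oxidative phosphorylation and ribosomal protein genes are not its source, as the correlation was 0.55 without them. An effect of the exposure common to all exposed offspring would give the same sign in both exposed groups. The correlation of -0.50 in unaffected offspring argues against it as the only cause. The same would hold for depth if both exposed groups were deeper than control, as was estimated. That estimate was not tested independently, so depth is not excluded. A difference in RNA integrity or library preparation may be a cause. It would act within genes of one function, and within 40 initiation factor genes the correlation for affected against control was 0.55 (permutation p = 0.0004, two-sided, where 10000 permutations can give 0.0002 at the smallest). It was 0.58 within the oxidative phosphorylation genes, 0.30 within the ribosomal proteins and 0.60 within the antioxidant genes. For unaffected against control it was -0.53 within the initiation factors and -0.46 within the antioxidant genes, but only -0.11 within the oxidative phosphorylation genes (permutation p = 0.354) and -0.15 within the ribosomal proteins (p = 0.186), so the trend was not shown within each function there. RNA quality per library was not used here, so such a difference cannot be told apart from a biological trend with length. An effect of affected status on long and short transcripts also stays open.

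Ribosomal protein genes were lower in affected than in control offspring beyond the length trend, with a difference of -0.13 from random lists matched on FPKM and transcript length, below all of them, and they stayed outside after the trend was subtracted. These values argue against the length trend as the whole cause, though its share in the fall may still be large. For antioxidant genes the difference was -0.075, at the percentile 1.52, but at 4.92 after subtraction of the trend, so that the length trend and a change of these genes cannot be told apart, because the 2 ways of removing it disagree.

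By rank across genes, unaffected and affected offspring tended to differ from control in opposite directions. Across 15427 tested loci with an FPKM of at least 1, the log2 fold changes of unaffected and of affected against control had a Spearman correlation of -0.22 and a Pearson correlation of 0.12. Comparisons with a shared control are positively correlated by chance when genes vary independently. In 100 simulations of unchanged groups of this kind, Spearman's correlation was 0.45 (0.43 to 0.47). Chance values of single genes in the control group therefore do not explain the negative value. Chance values that many genes of a library share, as along the length trend, were not simulated and are not excluded. Spearman's correlation was -0.13 over all tested loci and -0.54 at a mean FPKM of at least 10. Pearson's was 0.17 and -0.11 in these settings, against 0.47 in the simulations, so its sign depended on the loci used. Over the 12457 genes with a transcript length, Spearman's correlation was -0.42 and Pearson's -0.23. After removal of the length trend they were -0.19 and -0.062, which argues against the trend as the whole cause. Genes are not independent replicates. A hypothesis is that the groups differ along one axis, such as sex, dissection or RNA quality, with control between the exposed groups. The values at hand do not separate these from a protective response in unaffected offspring, which was not tested.

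The marker lists were used to weigh a difference in tissue composition, and their medians are given for unaffected against control, affected against unaffected and affected against control, in this order, with percentiles among random lists matched on FPKM and transcript length. The projection neuron list (15 genes, 3 of them named by the paper) had -0.21, 0.43 and 0.21 (percentiles 0, 100 and 99.85), and the cortical progenitor list (16 genes) 0.15, 0.13 and 0.28 (100, 98.5 and 100). The ventral telencephalon list (22 genes, 4 of them named by the paper) had 0.14, -0.099 and 0.098 (100, 14.4 and 97.4), the choroid plexus list (10 genes) 0.28, -0.090 and 0.18 (100, 55.4 and 99.9), and the blood list (7 loci) 0.41, -0.68 and -0.087 (100, 0.11 and 94.7). The thalamus list (10 genes) had -0.12, 0.052 and -0.062 (0.19, 67.7 and 12.2), the meninges list (12 genes) -0.095, -0.016 and -0.13 (2.57, 12.1 and 0.15), the endothelial list (11 genes) -0.074, 0.39 and 0.28 (9.56, 99.9 and 99.97), and the microglia list (12 genes) 0.032, -0.35 and -0.24 (19.7, 1.77 and 2.17). No gene stands in more than 1 of these lists, and nearly all had an FPKM of at least 1 in control. Among the most abundant markers were Neurod6, Vim, Dlx1, Ttr, Lhx2, Igf2 and Cldn5, for which the authors' deposited table lists an FPKM in control of 409, 245, 41.3, 970, 110, 76.9 and 36.9, and in unaffected offspring of 378, 255, 45.9, 1291, 103, 75.7 and 38.4.

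Genes of H3K9 methylation (20 genes) had medians of -0.043, 0.25 and 0.18 in the same 3 comparisons. They lay at the percentiles 99.7 and 99.6 of random lists matched on FPKM in the comparisons with affected offspring, and inside the central 95% when length was matched as well (95.3 and 94.6). Targets of the integrated stress response (18 genes) had medians of 0.078, -0.080 and -0.0058, and immediate early genes (9 genes) of 0.053, 0.056 and 0.088, all inside the central 95% of random lists matched on FPKM. For immediate early genes after subtraction of the length trend, affected against control offspring lay outside, at the percentile 98.6. Initiation factor genes after matching on length lay at 84.7, 3.11 and 6.68. Adjusted over the list alone, 23 initiation factor genes were called between unaffected and affected offspring, 15 lower and 8 higher.

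Among the reference genes used for RT-qPCR, the authors' deposited table lists H2afz at an FPKM of 430 in control, 497 in unaffected and 356 in affected offspring, with q = 0.00534 between unaffected and affected. Gapdh was listed at 442, 477 and 490 and Ywhaz at 308, 297 and 319 in the authors' deposited table, and neither was called. The paper normalized to Gapdh and Ywhaz in the cortex and replaced Gapdh with H2afz in the cerebellum and heart.

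Loci without a gene name hold 63.1% of the summed FPKM of the authors' deposited table in control, 69.3% in unaffected and 68.0% in affected offspring, and 314 of these loci are shorter than 200 bp. Rn45s, a ribosomal RNA locus chosen after its values were seen, is listed at an FPKM of 311, 639 and 381 in the authors' deposited table (q = 0.0258 between control and unaffected). Rmrp is listed at 16.2, 37.6 and 19.2 and Rpph1 at 6.32, 18.6 and 10.3. No explanation was tested for these RNAs.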
